# Single-cell RNA Sequencing Reveals Heterogeneity of Cultured Bovine Satellite Cells

**DOI:** 10.3389/fgene.2021.742077

**Published:** 2021-10-28

**Authors:** Pengcheng Lyu, Yumin Qi, Zhijian J. Tu, Honglin Jiang

**Keywords:** FAP, fibro-adipogenic progenitors, ScRNA-seq, cattle, skeletal muscle, myoblast

## Abstract

Skeletal muscle from meat-producing livestock such as cattle is a major source of food for humans. To improve skeletal muscle growth efficiency or quality in cattle, it is necessary to understand the genetic and physiological mechanisms that govern skeletal muscle composition, development, and growth. Satellite cells are the myogenic progenitor cells in postnatal skeletal muscle. In this study we analyzed the composition of bovine satellite cells with single-cell RNA sequencing (scRNA-seq). We isolated satellite cells from a 2-week-old male calf, cultured them in growth medium for a week, and performed scRNA-seq using the 10x Genomics platform. Deep sequencing of two scRNA-seq libraries constructed from cultured bovine satellite cells yielded 860 million reads. Cell calling analyses revealed that these reads were sequenced from 19,096 individual cells. Clustering analyses indicated that these reads represented 15 cell clusters that differed in gene expression profile. Based on the enriched expression of markers of satellite cells (PAX7 and PAX3), markers of myoblasts (MYOD1, MYF5), and markers of differentiated myoblasts or myocytes (MYOG), three clusters were determined to be satellite cells, two clusters myoblasts, and two clusters myocytes. Gene ontology and trajectory inference analyses indicated that cells in these myogenic clusters differed in proliferation rate and differentiation stage. Two of the remaining clusters were enriched with PDGFRA, a marker of fibro-adipogenic (FAP) cells, the progenitor cells for intramuscular fat, and are therefore considered to be FAP cells. Gene ontology analyses indicated active lipogenesis in one of these two clusters. The identity of the remaining six clusters could not be defined. Overall, the results of this study support the hypothesis that bovine satellite cells are composed of subpopulations that differ in transcriptional and myogenic state. The results of this study also support the hypothesis that intramuscular fat in cattle originates from fibro-adipogenic cells.

## Introduction

Single-cell RNA sequencing (scRNA-seq) is a relatively new technology that analyzes transcriptomes in individual cells by deep sequencing (Tang et al., 2009). scRNA-seq has proved to be a powerful method for assessing the heterogeneity of a cell population and for identifying rare or previously uncharacterized cell types in complex organs and tissues (Tang et al., 2009; Andrews and Hemberg, 2018).

Satellite cells are myogenic progenitor cells in skeletal muscle of postnatal animals (Mauro, 1961). Satellite cells are characterized by the expression of the transcription factor paired box protein 7 (PAX7) or PAX 3 (Maroto et al., 1997; Seale et al., 2000; Kuang and Rudnicki, 2008). Satellite cells play an essential role in skeletal muscle regeneration and growth (Dhawan and Rando, 2005). Satellite cells are normally quiescent but are activated under conditions such as muscle injury (Dhawan and Rando, 2005). Once activated, satellite cells proliferate as myoblasts, differentiate, and fuse with each other to generate muscle fibers or with existing muscle fibers to increase muscle size.

In our research involving bovine satellite cells (Ge et al., 2013; Leng et al., 2019; Leng and Jiang, 2019), we noticed that these cells in culture did not all become myofibers upon induction of myogenic differentiation. We hypothesized that bovine satellite cells are composed of subpopulations that differ in myogenic potential. The objective of this study was therefore to determine if bovine satellite cells are heterogeneous in terms of myogenic potential. We approached this objective by analyzing a population of bovine satellite cells with scRNA-seq.

## Materials and Methods

### Isolation and Culture of Bovine Satellite Cells

Bovine satellite cells were isolated from the longissimus muscle of a 2-week-old Holstein bull calf following euthanasia. Satellite cells were isolated using a procedure involving pronase digestion and differential centrifugation as described before (Hathaway et al., 1991). Satellite cells were cultured in growth medium consisting of Dulbecco’s modified eagle medium, 10% fetal bovine serum, 2 mM L-glutamine, and 1% antibiotics-antimycotics (Thermo Fisher Scientific, Waltham, MA, United States) for a week to remove dead cells and increase the number of viable cells prior to scRNA-seq. The animal-related procedure was approved by the Virginia Tech Institutional Animal Care and Use Committee.

### scRNA-Seq Library Construction

Cells cultured above were detached from the culture plate with trypsin-EDTA (0.25%) and washed with resuspension buffer (phosphate-buffered saline, 0.04% bovine serum albumin). Cells were filtered through a 40 µm strainer to remove cell clumps. Cell viability was determined to be 90% by trypan blue staining and hemocytometer counting. Two scRNA-seq libraries were constructed from satellite cells to increase the number of cells sequenced. The scRNA-seq libraries were constructed using the Chromium Single Cell 3ʹ Gel Bead-in-Emulsion (GEM), Library & Gel Bead Kit v3 (10x Genomics, Pleasanton, CA, United States). We adjusted cell concentration to 1,000 cells/μl with resuspension buffer, and loaded 12.8 µl of diluted cell suspension with a master mix of reverse transcription (RT) reagent, template switch oligo, and RT enzyme into a Chromium Chip B (10x Genomics). Single-cell GEM generation, barcoding, and reverse transcription were achieved by running the Chromium Chip B on the Chromium Controller (10x Genomics). Specifically, single cells, RT reagents, gel beads containing barcoded oligonucleotides, and oil were combined on a microfluidic chip to form reaction nanovesicles. Within each reaction nanovesicle, a single cell was lysed, the gel bead was dissolved to free the identically barcoded RT oligonucleotides, and polyadenylated mRNA was then reverse transcribed into cDNA. Thus, all cDNAs from the same cell would have the same barcode, which would allow the sequencing reads to be traced back to their single cells of origin. cDNA was amplified for 11 cycles. Based on an Agilent High Sensitivity TapeStation analysis, both scRNA-seq libraries contained a single peak of DNA between 300 and 700 bp, with an average fragment size of 440 bp.

### scRNA-Seq Sequencing and Data Analysis

Each scRNA-seq library was pair-end sequenced in a single cell flow lane on an Illumina HiSeq system at the Novogene-UC Davis Sequencing Center (Novogene, Sacramento, CA, United States). Sequencing reads were processed and analyzed using the 10x Genomics Cell Ranger 3.0.2 software, which was composed of different analysis pipelines (Zheng et al., 2017). Specifically, sequencing reads were de-multiplexed using the cellranger mkfastq pipeline and aligned to the bovine genome and transcriptome (Bos_taurus.ARS-UCD1.2) at default parameters using the cellranger count pipeline. Uniquely mapped sequences from each library were used for unique molecular identifiers (UMI) counting using the cellranger count pipeline. The output files from the cellranger counting of reads from two scRNA-seq libraries were combined using the cellranger aggr pipeline.

Cells were initially clustered by expression similarity using the graph-based clustering algorithm, which consisted of building a sparse nearest-neighbor graph followed by Louvain Modularity Optimization, an algorithm that sought to find highly-connected modules in the graph (Blondel et al., 2008). Cells were further clustered by an additional cluster-merging step, which included hierarchical clustering on the cluster-medoids in principal components analysis (PCA) space and merging pairs of sibling clusters if there were no genes differentially expressed between them (with B-H adjusted *p*-value below 0.05). The hierarchical clustering and merging was repeated until there were no more cluster-pairs to merge. Differential gene expression between cell clusters was identified using the quick and simple method sSeq and edgeR (Robinson and Smyth, 2007; Yu et al., 2013). All these analysis pipelines and algorithms were part of the Cell Ranger software and run using parameters recommended by 10X Genomics.

Cell clusters were annotated based on significantly enriched expression (with B-H adjusted *p*-value below 0.05) of marker genes of cell types. Cell clusters and gene expression data were visualized in the Loupe Cell Browser (10x Genomics). Gene ontology analysis was performed with the PANTHER classification system (Mi et al., 2013). Gene ontology terms with corrected *p*-values less than 0.05 were considered significantly enriched.

Trajectory inference was performed using the Monocle algorithm (version 2.20.0) (Trapnell et al., 2014; Qiu et al., 2017). Briefly, the output files of the cellranger count pipeline were read in to generate the count matrix using the Read10X function of Seurat 4 (Hao et al., 2021). A Seurat object was then built from the count matrix using the CreateSeuratObject function of Seurat. The Seurat object was converted to a CellDataSet modeled with the negative binomial distribution using the newimport function of Monocle. Genes with mean expression levels >0.1 were selected to define the state of cells. Following a dimensionality reduction using the reduceDimension function, cells were ordered along the trajectory using the orderCells function of Monocle.

Scripts and codes used to run the Cell Ranger, Seurat, and Monocle programs in this study were adopted from the manuals and websites for these programs and are listed in the Supplementary File S1.

## Results and Discussion

### Cultured Bovine Satellite Cells Are Heterogenous in Gene Expression

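Satellite cells of 1 calf aged 2 weeks were cultured for 1 week, and 2 libraries, called replicates 1 and 2 here, were prepared from them on the 10x Genomics platform. This platform gives each captured RNA molecule a cell barcode and a unique molecular identifier (UMI), so that molecules rather than reads are counted. Because both libraries came from the same cells, their spread is that of library preparation and sequencing, and the spread between animals was not measured. The authors deposited the UMI count of every gene in every cell, after alignment to ARS-UCD1.2, UMI counting, cell calling and the combining of both libraries at equal read depth with Cell Ranger. The deposited counts are whole numbers without further normalization, and sum to 145631299 UMIs in replicate 1 and 137818568 UMIs in replicate 2. A table that the authors deposited gives the average UMI count of each gene in each cluster, its log2 fold change against all other cells and its adjusted p-value. From the counts, the UMIs of each gene were summed over the cells of a cluster within each library, and the level of a gene is given as UMIs per 10000 UMIs, as mean ± SD of the 2 libraries. Cells of 1 library are not replicates, so each test compared the 2 sums of a cluster with the 2 sums of all other cells. Its p-value therefore describes a difference beyond the spread between library preparations. The clusters were defined on the same counts, so a small p-value of a gene that helped to define a cluster is not independent evidence.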

Sequencing of the two scRNA-seq libraries of bovine satellite cells in culture generated approximately 430 million reads per library. More than 85 and 50% of these reads were uniquely mapped to the bovine genome and transcriptome (bos_taurus.ars-ucd1.2), respectively (Table 1). Based on the Cell Ranger analyses, these reads represented the transcriptomes in more than 9,000 cells for each library (Table 1). 

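In the deposited counts, the 9939 cells of replicate 1 had a median of 14626 UMIs and 3559 genes per cell. For the 9157 cells of replicate 2, these medians were 15206 UMIs and 3664 genes. The number of UMIs per cell ran from 473 to 59003, and 987 cells of replicate 1 and 911 cells of replicate 2 had fewer than 2000. At least 1 UMI was counted for 16227 genes in replicate 1, for 16319 genes in replicate 2 and for 16816 genes in either library, out of the 21867 genes in the reference. These values were taken after the read depths had been made equal.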

The mean number of reads detected per cell was more than 43,000 for both libraries, and the median number of genes detected per cell was over 3,500 for both libraries (Table 1). These numbers met or exceeded the minimum requirements for a quality scRNA-seq analysis (Handley et al., 2015; Haque et al., 2017; Ziegenhain et al., 2017). 

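The log2 UMI totals of the libraries were compared over the 13782 genes with at least 20 UMIs. Their correlation across genes was 0.995, where genes are not independent replicates. The differences between the libraries were nevertheless larger than counting error, with a chi-square of 32.2 per degree of freedom. Of the cell barcodes, 27 occurred in both libraries.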

Because the two scRNA-seq libraries were prepared from the same cells, sequencing data from the two libraries were combined to increase the total number of cells analyzed. Clustering the transcriptomes of 19,096 cells combined from the two scRNA-libraries revealed 15 cell clusters that differed in gene expression pattern (Figure 1, Supplementary File S2). These 15 clusters contained 300–2,500 cells, or 2–13% total cells analyzed, with cluster 1 being the largest cluster and cluster 15 being the smallest cluster (Table 2).

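The cluster of each cell was deduced from the authors' deposited table, since its averages, multiplied by the UMIs of a cluster, give whole numbers of UMIs per gene and cluster to within 0.000110. In 30 rounds of deduction, all 19096 cells received a cluster, and the sums over these cells differed from the deposited averages for 0 of the 252240 pairs of gene and cluster. The number of cells equalled that in Table 2 for 15 of 15 clusters. Cluster 1 held 13.1% of the cells (95% exact binomial interval 12.6% to 13.5%) and cluster 15 held 1.66% (1.48% to 1.85%), where the intervals cover counting error only. Each cluster took cells from both libraries. The clusters also differed in depth. The median UMIs per cell were 1389 in cluster 7, 1631 in cluster 13, 2513.5 in cluster 14 and 647 in cluster 15. In cluster 10 the median was 5398.5, and in the remaining clusters it ran from 12929 in cluster 1 to 23011 in cluster 9. The program Scrublet called 1395 cells (7.31%) doublets, from 0.166% of the cells in cluster 13 to 17.2% in cluster 6, and these cells were kept. Of the other ways of assigning cells to 15 clusters, Leiden clustering moved the most cells and left 67.1% of the cells of its 11 matched clusters in their deposited cluster.

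**Figure D1:**
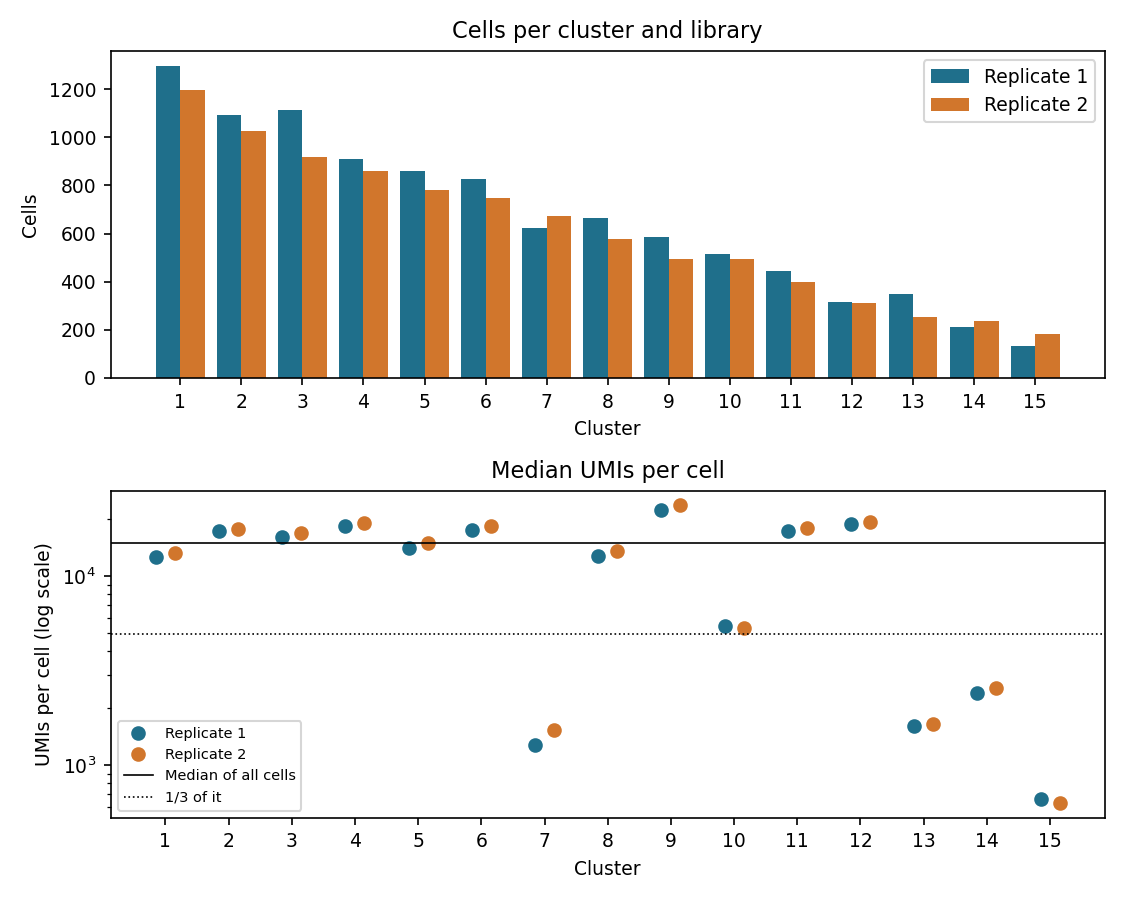
Upper panel, number of cells in each cluster by library; lower panel, median UMIs per cell of each cluster by library on a log axis, with the median of all cells as a solid line and 1/3 of it as a dotted line. Clusters 7, 13, 14 and 15 lie below the dotted line in both libraries.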

**TABLE 1:** Summary of scRNA-seq sequencing, mapping, and analysis.

Item	Library 1	Library 2	Aggregation
Number of reads	431,539,783	429,256,266	860,796,049
Valid barcodes	97.6%	97.4%	97.5%
Reads mapped uniquely to genome (bos_taurus.ars-ucd1.2)	85.5%	85.2%	85.4%
Reads mapped uniquely to transcriptome (bos_taurus.ars-ucd1.2)	50.8%	51.5%	51.1%
Fraction reads in cells	90.8%	89.1%	90.0%
Estimated number of cells	9,939	9,157	19,096
Mean reads per cell	43,418	46,877	43,528
Median genes per cell	3,559	3,764	3,609
Total genes detected	16,227	16,356	16,816

**FIGURE 1:**
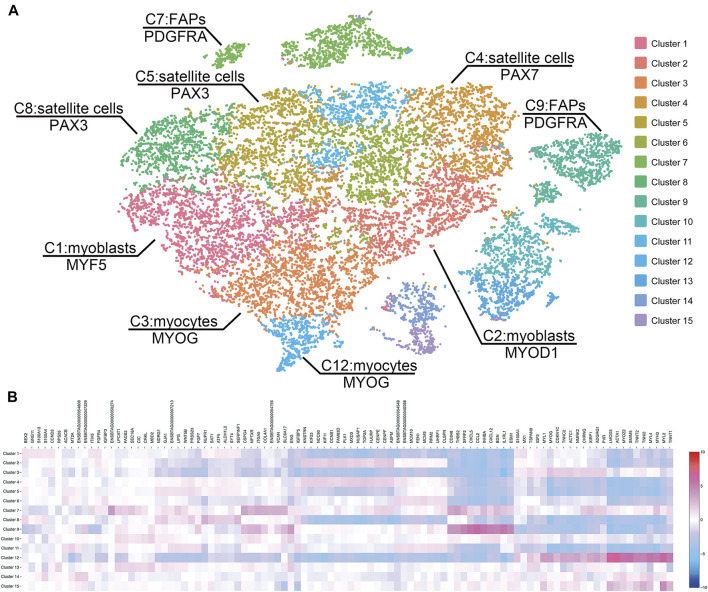
**(A)** Clustering of cells by the t-distributed stochastic neighbor embedding (t-SNE) algorithm. The 19,096 cultured bovine satellite cells are divided into 15 clusters. Cells close to each other have more similar gene expression patterns than those distant from each other. Cell types are inferred from significantly enriched expression of known cell markers. FAP, fibro-adipogenic progenitors. **(B)** Heatmap of transcriptome similarities between cell clusters. Rows represent cell clusters. Columns represent genes. Shown on top are representative genes. Numbers and colors on the right represent log2 fold changes relative to the median gene expression level across all clusters.

**TABLE 2:** Numbers and percentages of clustered cells.

	Number of cells	% Total cells
Cluster 1	2,493	13.1
Cluster 2	2,119	11.1
Cluster 3	2,034	10.7
Cluster 4	1,768	9.3
Cluster 5	1,641	8.6
Cluster 6	1,575	8.2
Cluster 7	1,298	6.8
Cluster 8	1,241	6.5
Cluster 9	1,080	5.7
Cluster 10	1,010	5.3
Cluster 11	845	4.4
Cluster 12	627	3.3
Cluster 13	602	3.2
Cluster 14	446	2.3
Cluster 15	317	1.7

### Cultured Bovine Satellite Cells Contain Subpopulations That Differ in Myogenic Stage and Proliferation Rate

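Each cluster was compared with all other cells over 12827 to 13224 genes that passed a filter on low counts. DES (ENSBTAG00000005353) had a level of 22.3 ± 0.294 UMIs per 10000 (SD, n = 2 libraries) in cluster 12 and 10.5 ± 0.468 in cluster 3, against 3.74 and 3.70 in all cells outside the respective cluster. After TMM normalization the log2 fold changes of DES were 2.75 and 1.64, positive in both libraries. In cluster 1 the log2 fold change of DES was 0.24 (standard error 0.040, adjusted p = 0.00793 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it fell to −0.36 when the cells were clustered by the Leiden method. In cluster 2 the log2 fold change of DES was −0.22 (standard error 0.035, adjusted p = 0.00839 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but 0.29 when the other 14 clusters were given the same weight. MYOD1 (ENSBTAG00000002216) in cluster 12 had a level of 3.96 ± 0.187, against 4.05 ± 0.168 in all other cells. After TMM normalization its log2 fold change was 0.15 (adjusted p = 0.101 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without TMM it was −0.03. With the library as a block, which pairs the sums, it was also 0.15 and passed the threshold, as did values of 0.19 to 0.70 with DESeq2, with the other clusters weighted equally and with each other assignment of cells. Over 10 settings the adjusted p of MYOD1 in cluster 12 from edgeR or DESeq2 ran from 1.48e-08 to 0.236. MYF5 (ENSBTAG00000026972) was lower in cluster 12 than in all other cells, with a log2 fold change of −0.57. It was −0.27 with Leiden clustering and −0.29 with the planned Louvain clustering. The highest adjusted p over 10 settings came with Leiden clustering and did not pass the threshold (0.0537 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).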

Based on the expression levels of marker genes (MYOD1, MYF5, and DES) of myoblasts (Pownall et al., 2002), clusters 1, 2, 3, and 12 were characterized as subsets of myoblasts, which are activated and proliferating satellite cells (Figures 1A, 2A). Expression of MYF5 mRNA in cluster 1, expression of MYOD1 mRNA in cluster 2, and expression of both MYF5 and MYOD1 mRNAs in cluster 3 were significantly enriched (Supplementary File S2, Figure 2A). 

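The level of MYF5 was 1.55 ± 0.0720 UMIs per 10000 (SD, n = 2 libraries) in cluster 1 and 0.870 ± 0.0378 in all other cells. The log2 fold change was 0.91 (standard error 0.057, adjusted p = 2.43e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was positive in both libraries. Over 10 other settings it stayed between 0.89 and 1.12. MYF5 was also higher in clusters 8, 5 and 4, with log2 fold changes of 0.83, 0.47 and 0.21. The level of MYOD1 was 6.72 ± 0.425 in cluster 2, against 3.62 ± 0.138 in all other cells, a log2 fold change of 0.88 (standard error 0.060, adjusted p = 5.93e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In cluster 3 the level of MYOD1 was 6.35 ± 0.244, against 3.72 ± 0.136, a log2 fold change of 0.91 (standard error 0.059, adjusted p = 1.10e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cluster 1 had a MYOD1 log2 fold change of 0.49. The level of MYF5 in cluster 3 was 0.873 ± 0.113, against 0.961 ± 0.0310 in all other cells, and its log2 fold change was −0.00 (standard error 0.10, adjusted p = 0.991 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This value was 0.11 in replicate 1 and −0.14 in replicate 2. It rose to 0.40 with Leiden clustering and to 0.27 with the other clusters weighted equally, and over all 10 settings its adjusted p from edgeR or DESeq2 ran from 0.00331 to 0.998.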

PAX7 and PAX3 are markers of satellite cells (Maroto et al., 1997; Seale et al., 2000). Expression of PAX7 mRNA was significantly enriched in cluster 4, and PAX3 mRNA expression was significantly enriched in clusters 5 and 8 (Supplementary File S2). 

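PAX7 (ENSBTAG00000014967) and PAX3 (ENSBTAG00000009950) were counted with 176 and 316 UMIs in all 19096 cells, so their levels rest on few molecules. Cluster 4 held 39 UMIs of PAX7, a level of 0.0112 ± 0.00266 UMIs per 10000 (SD, n = 2 libraries), against 0.00551 ± 5.3e-05 in all other cells. The log2 fold change was 1.02 (standard error 0.26, adjusted p = 0.0332 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1.23 in replicate 1 and 0.78 in replicate 2. With doublets left out, with Leiden clustering and with DESeq2 it was 0.96, 0.49 and 1.02 and no longer passed the threshold of 0.05, and over 10 settings its adjusted p from edgeR or DESeq2 ran from 0.00131 to 0.245. The authors' deposited average of PAX7 was 0.0167 in cluster 4, 0.0153 in cluster 11, 0.0150 in cluster 13 and 0.0149 in cluster 8. In the other clusters it was at most 0.0123. The call against all other cells thus does not show that PAX7 sets cluster 4 apart from clusters 8 and 11. For PAX3, cluster 5 held 53 UMIs and cluster 8 held 47 UMIs. The PAX3 log2 fold change in cluster 5 was 1.11 (standard error 0.24, adjusted p = 0.0260 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and over 9 settings its adjusted p from edgeR or DESeq2 ran from 0.00221 to 0.178. The threshold was not passed with Leiden clustering or when each cell was assigned to the cluster profile that fitted its counts best. In cluster 8 the PAX3 log2 fold change was 1.51 (standard error 0.32, adjusted p = 0.0125 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 0.97 in replicate 1 and 1.93 in replicate 2. It stayed between 1.33 and 2.10 over 10 settings and passed the threshold in each.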

Because they were enriched with PAX7 or PAX3, clusters 4, 5, and 8 were determined to be subsets of satellite cells (Figure 1A).

**FIGURE 2:**
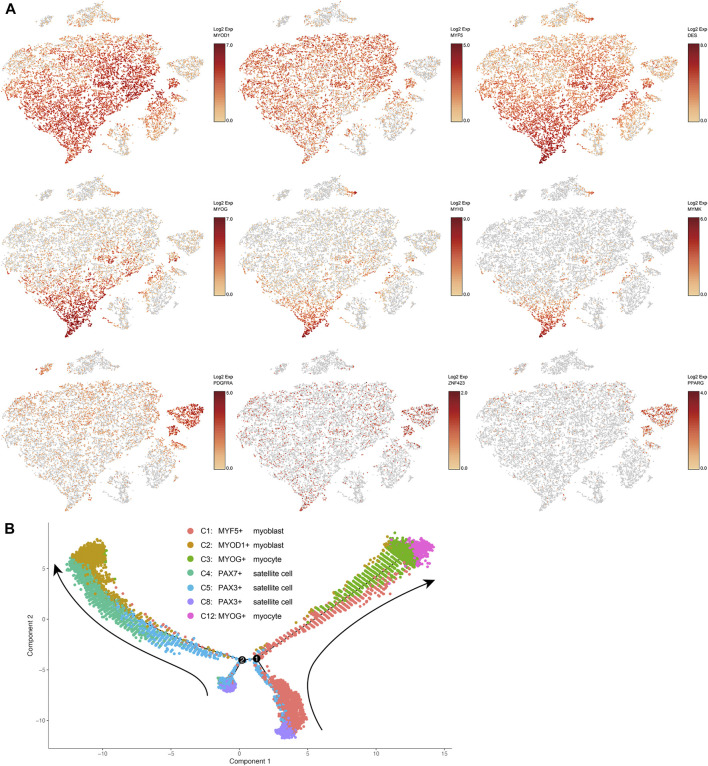
**(A)** t-SNE maps showing the expression levels of selected markers in different clusters of bovine satellite cells. MYOD1, MYF5, and DES are markers of myoblasts; MYOG, MYH3, and MYMK are markers of differentiated myoblasts or myocytes; PDGFRA, PPARG, and ZNF423 are markers of fibro-adipogenic progenitors and preadipocytes. **(B)** Trajectory inference analysis of myogenic cell clusters. The trajectory analysis was performed using Monocle. Cells in different clusters are represented by different colors. Cluster numbers and cell types correspond to those in Figure 1A. Arrows indicate the direction of trajectory. Black lines and numbers represent trajectory branches and branching points, respectively.

MYOG is a master transcriptional regulator of myoblast differentiation (Pownall et al., 2002). 

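MYOG (ENSBTAG00000006030) was counted with 59974 UMIs, of which 23602 lay in cluster 3 and 23102 in cluster 12. Its level was 6.68 ± 0.107 UMIs per 10000 (SD, n = 2 libraries) in cluster 3, against 1.47 ± 0.0557 in all other cells, a log2 fold change of 2.32 (standard error 0.047, adjusted p = 7.92e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In cluster 12 the level was 18.6 ± 0.779, against 1.36 ± 0.0530, a log2 fold change of 3.96 (standard error 0.064, adjusted p = 5.76e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both differences were far larger than the difference between the libraries. The value in cluster 3 moved most with the clustering and was 0.35 with the Leiden method.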

MYOG mRNA expression was significantly enriched in clusters 3 and 12 (Supplementary File S2, Figure 2A). Besides MYOG, many muscle-specific genes such as MB, MYH3, MYL1, NEB, and STAC3 and several myoblast differentiation and fusion regulatory genes such as MEF2A, MEF2D and MYMK (Millay et al., 2013; Estrella et al., 2015) were upregulated in clusters 3 and 12 (Supplementary File S2, Figure 2A). These two clusters clearly contained differentiating or differentiated myoblasts, i.e., myocytes. 

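Of the 8 other genes, each was higher in both clusters and in both libraries. In cluster 12 the log2 fold changes were 2.15 for MB, 5.55 for MYH3, 3.98 for MYL1, 3.13 for NEB, 3.78 for STAC3, 1.87 for MEF2A, 1.78 for MEF2D and 5.47 for MYMK. In cluster 3 they were smaller, with 0.99 for MB, 1.17 for MYL1, 1.67 for NEB, 1.54 for STAC3, 0.94 for MEF2A and 1.35 for MEF2D. MYH3 (ENSBTAG00000011803) in cluster 3 had a log2 fold change of 0.47 (adjusted p = 0.00174 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and MYMK (ENSBTAG00000013242) had 0.93 (adjusted p = 4.53e-04 from the same test). Both depended on which cells made up cluster 3. With the genes named in the paper left out of the clustering, the log2 fold change in cluster 3 was −0.78 for MYH3 and −0.48 for MYMK, and with Leiden clustering it was −1.18 and −1.02. MYL1 in cluster 3 fell to 0.07 with Leiden clustering. In cluster 12, which held 627 cells, no setting changed the direction or the call of these genes. Other clusterings matched a larger set of cells to it. It held 1300 cells with the paper's genes left out, 1420 with the planned Louvain clustering and 1519 with Leiden clustering. The paper reasons from MYOG and these genes that clusters 3 and 12 contained differentiating or differentiated myoblasts, which it calls myocytes.

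**Figure D2:**
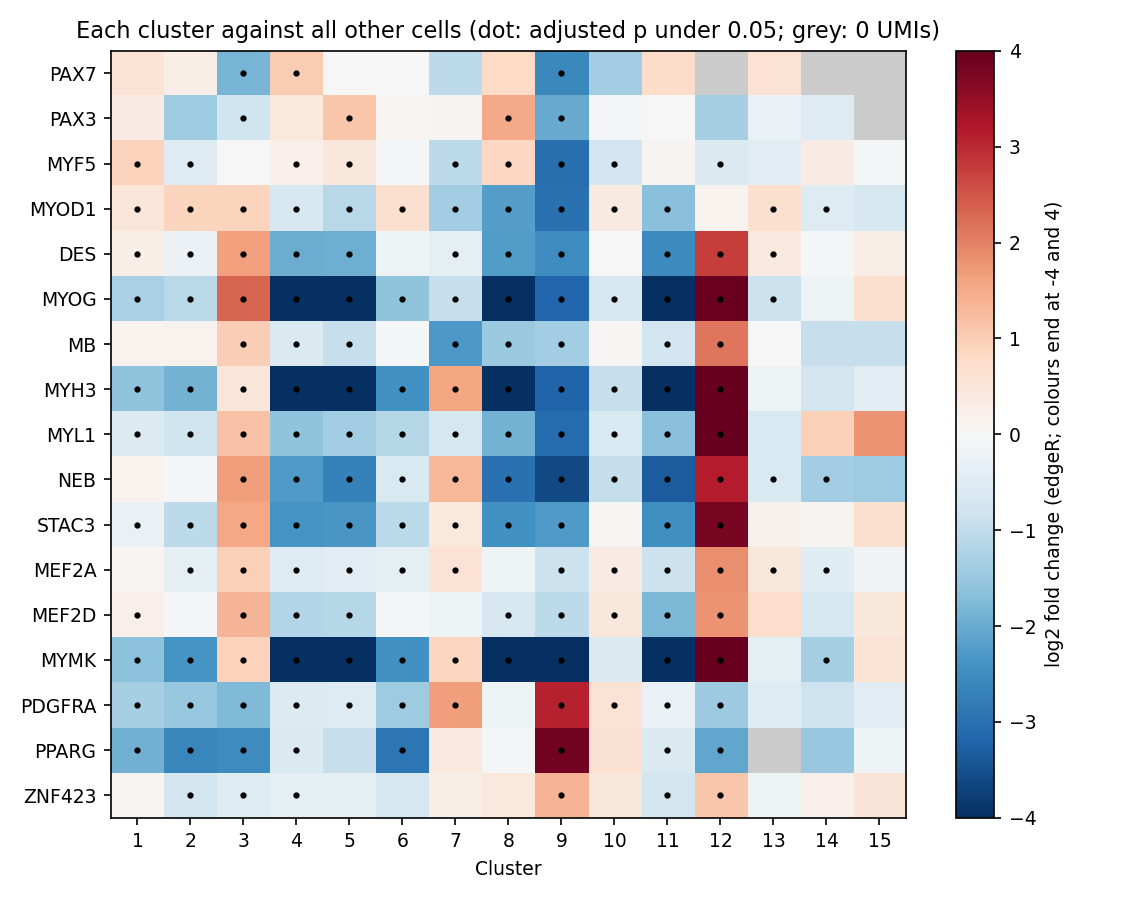
Log2 fold change of 17 genes (rows) in each cluster (columns) against all other cells, computed with edgeR from 2 libraries; a dot marks an adjusted p under 0.05, grey marks 0 UMIs in the cluster, and the colours end at −4 and 4. MYOG, MYH3, MYMK and MYL1 are darkest red in cluster 12, and PDGFRA and PPARG in cluster 9.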

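Clusters 12 and 3 were also compared directly, as 2 library sums against 2. Of 10811 genes tested, 1963 were higher in cluster 12 and 1687 were higher in cluster 3. This balance depended on the setting. The counts were 1423 and 845 with DESeq2, 2561 and 2411 with the library as a block, and 1879 and 1958 without a filter on low counts. A list of 64 genes of muscle structure and contraction was fixed in advance. Of its 57 genes tested, 52 were higher in cluster 12 and 1 was higher in cluster 3, and these counts were the same when adjusted over the list alone. The median log2 fold change of the list was 2.40, against −0.02 for all genes tested, and over 9 other settings it lay between 2.37 and 2.85. The genes named in the paper went the same way, with a log2 fold change of 1.57 for MYOG (adjusted p = 5.58e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3.71 for MYH3, 3.30 for MYMK, 2.40 for MYL1, 1.99 for STAC3, 1.44 for NEB, 1.18 for MB, 0.97 for MEF2A and 0.57 for MEF2D. DES was higher in cluster 12 by 1.18, while MYOD1 and MYF5 were lower, with −0.58 and −0.51. The value of MYF5 was −0.25 and no longer passed the threshold with the paper's genes left out of the clustering. On simulated counts for this comparison, with 200 of 10714 genes changed 3-fold, the test recovered 89.5% of the changed genes. The simulated sums were independent, with the same dispersion for every gene, which the real sums need not follow.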

Between clusters 3 and 12, more muscle-specific genes were upregulated in cluster 12 than in cluster 3, and the same muscle-specific genes were expressed at greater levels in cluster 12 than in cluster 3 (Supplementary File S2, Figure 2A). These differences suggest that myoblasts in cluster 12 were more terminally differentiated than those in cluster 3.

Gene ontology analyses of genes upregulated in each cluster indicated that cells in different clusters differed in function. For example, gene ontology analyses of genes upregulated in clusters 2 and 4 indicated that many of these genes were involved in the biological processes, cellular components, and molecular function related to DNA synthesis and cell cycle (Supplementary File S3), suggesting that cells in these clusters were undergoing active proliferation. 

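In place of gene ontology terms, lists of 43 S phase genes and 54 G2/M phase genes were used, which are not the annotation behind Supplementary File S3. The UMIs of the S phase list made up 33.7 ± 0.683 per 10000 (SD, n = 2 libraries) in cluster 2 and 33.6 ± 0.585 in cluster 4, against 14.5 ± 0.251 in clusters 1, 3, 5, 8 and 12 together. Among these 5, cluster 5 was close to clusters 2 and 4, with 29.8 ± 0.646, and the other 4 lay between 7.20 and 11.2. The G2/M list made up 155 ± 3.54 in cluster 2 and 142 ± 4.20 in cluster 4, against 25.2 ± 0.212 in those 5 clusters. These levels are log2 ratios of 1.22 and 1.21 for the S phase list and 2.63 and 2.50 for the G2/M list, and with doublets left out they were 1.29, 1.29, 2.74 and 2.62. Compared with all other cells, 53 of 54 tested G2/M genes were higher in cluster 2 and 52 in cluster 4, or 54 and 53 when adjusted over the list alone. Of 43 tested S phase genes, 27 were higher in cluster 2 and 30 in cluster 4, or 27 and 31 when adjusted over the list alone. The S phase level was higher still in clusters 6 and 11, with 44.6 ± 1.39 and 46.4 ± 1.40, and clusters 7 and 9 were close to clusters 2 and 4, with 33.8 ± 1.73 and 34.4 ± 0.827. These are plain shares, on which cluster 7 lies high, and after TMM normalization 6 of the 43 genes were higher and 16 lower in cluster 7.

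**Figure D3:**
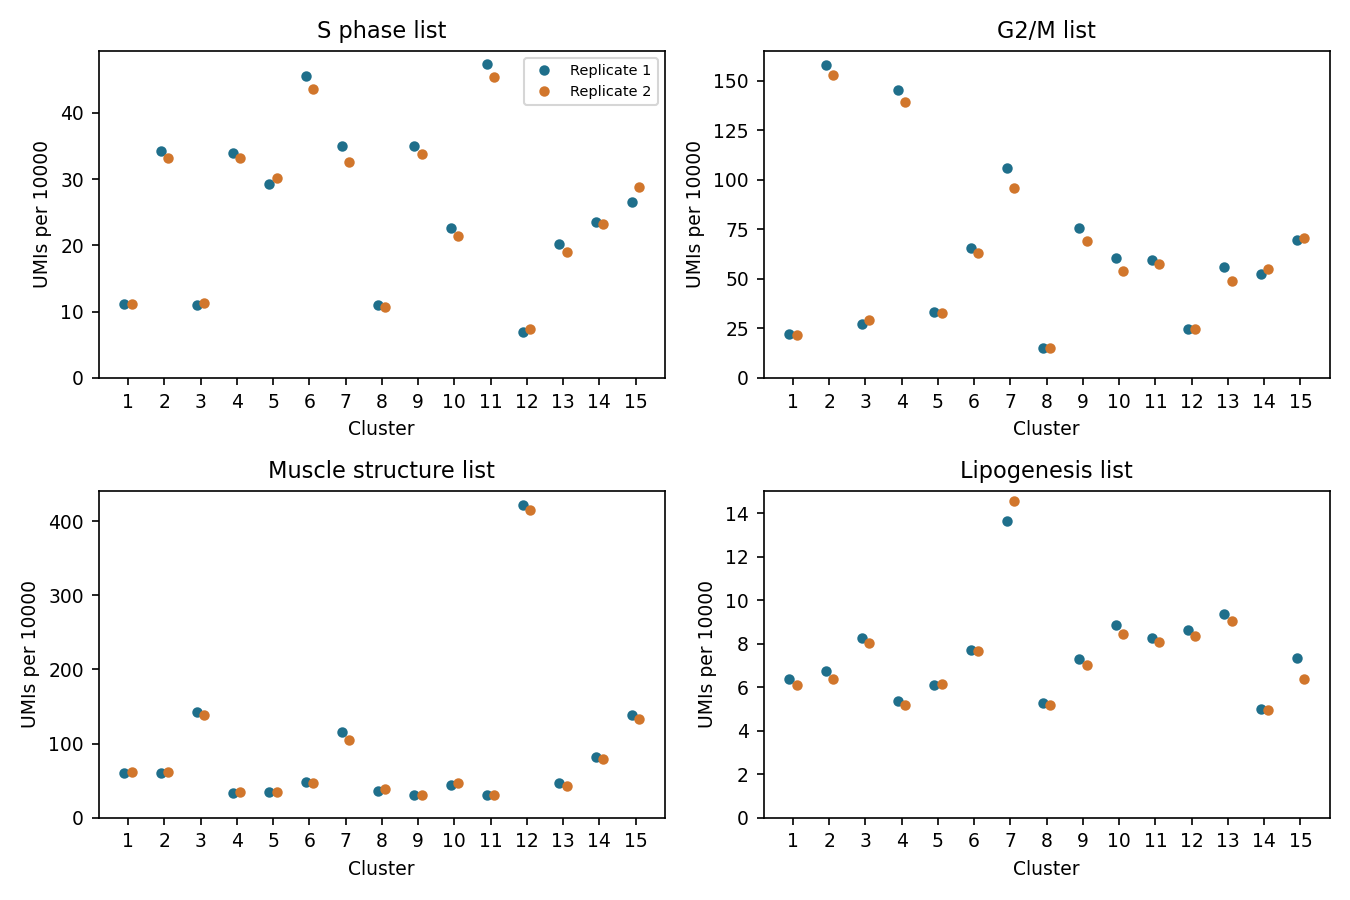
UMIs of 4 gene lists per 10000 UMIs in each cluster, with 1 point per library and each axis starting at 0. The G2/M list is highest in clusters 2 and 4, the S phase list in clusters 6 and 11, the muscle structure list in cluster 12 and the lipogenesis list in cluster 7.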

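The list of muscle structure genes made up 140 ± 3.38 UMIs per 10000 (SD, n = 2 libraries) in cluster 3 and 418 ± 4.97 in cluster 12, against 64.2 and 57.9 in all cells outside the respective cluster. Of the genes of this list that were tested, 31 of 56 were higher in cluster 3 and 12 were lower, or 32 and 12 when adjusted over the list alone. In cluster 12, 55 of 59 were higher and 1 was lower, or 56 and 1 when adjusted over the list alone. The median log2 fold change of the list was 0.76 in cluster 3 and 4.05 in cluster 12. The next highest levels were 136 ± 3.34 in cluster 15 and 110 ± 7.65 in cluster 7.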

Gene ontology analyses of genes upregulated in clusters 3 and 12 indicated that many of these genes were involved in the biological processes, cellular components, and molecular function related to mature skeletal muscle structure and contraction (Supplementary File S3), suggesting that cells in these two clusters were differentiating into functional muscle cells.

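The relation between the myogenic clusters was examined in another way than with Monocle, which was not used here. The 11923 cells of the 7 myogenic clusters were described by 10 principal components of the 8022 genes with a mean of at least 0.1 UMI, and each cell was joined to its 30 nearest neighbours. PAGA then gives each pair of clusters a connectivity between 0 and 1. It is the number of joins between the clusters over the number expected by chance, capped at 1. Values under 1 mean fewer joins than by chance, so the connectivity ranks pairs and does not show an excess of joins. It has no direction. Of the 21 pairs, the 6 steps drawn in Figure 2B had the 6 highest connectivities, with a median of 0.465 against 0.0102 for the other pairs. This held in each library alone, with 15 or 100 neighbours, with cells assigned by profile and with cell cycle genes left out. The last of these settings changed little by construction, since the components still explained 80.4% of the variance of the S phase level, against 86.6% with all genes. When the S phase and G2/M levels were instead removed from every gene by regression, a test chosen after these results had been seen, 2 of the 6 steps were among the 6 highest, with 1 in replicate 1 alone and 2 in replicate 2 alone.

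**Figure D4:**
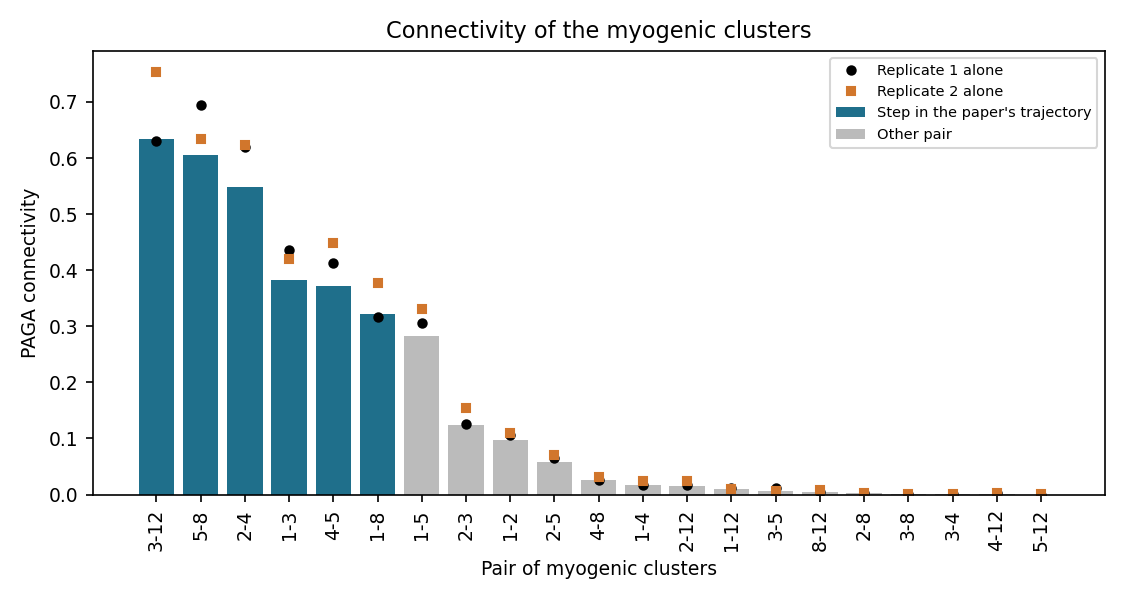
PAGA connectivity of each pair of myogenic clusters in both libraries together (bars) and in each library alone (points), with the steps of the paper's trajectory in blue. The 6 blue bars, from 0.633 to 0.321, stand above the next pair, clusters 1 and 5, at 0.283.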

A trajectory inference analysis using the Monocle program (Trapnell et al., 2014) revealed the potential lineage relationships between the seven myogenic cell clusters, i.e., clusters 1–5, 8, and 12 (Figure 2B). This analysis suggested two trajectories along which the myogenic progenitors PAX3+ satellite cells transitioned toward myogenic differentiation. On one trajectory, PAX3+ satellite cells in cluster 8 committed to MYF5+ myoblasts in cluster 1, and these MYF5+ myoblasts then differentiated into MYOG+ myocytes in cluster 3, which then differentiated further into MYOG+ myocytes in cluster 12 (Figure 2B). 

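On this branch, the connectivity was 0.321 between clusters 8 and 1, 0.382 between clusters 1 and 3 and 0.633 between clusters 3 and 12. Diffusion pseudotime was measured from the cell of cluster 8 nearest the centre of that cluster, so the place of cluster 8 at the start was set and not measured. The median pseudotime was 0.0609 in cluster 8, 0.199 in cluster 1, 0.338 in cluster 3 and 0.581 in cluster 12. In the libraries, these medians were 0.0638 and 0.0586, 0.203 and 0.196, 0.341 and 0.335, and 0.583 and 0.576, so the steps were larger than the difference between libraries. Clusters 1 and 5 were also connected, with 0.283, although the trajectory of the paper has no step between them. From its own trajectory, the paper proposes that PAX3-positive satellite cells moved along 2 paths toward myogenic differentiation.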

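For the pairs 8 and 5, 5 and 4, and 4 and 2, the connectivity was 0.605, 0.372 and 0.548. The median pseudotime was 0.163 in cluster 5, 0.304 in cluster 4 and 0.331 in cluster 2, with interquartile ranges of 0.136 to 0.184, 0.274 to 0.322 and 0.297 to 0.352. After the cell cycle levels had been removed by regression, the connectivity was 0.478 for clusters 4 and 2, which then ranked 10 of the 21 pairs, and 1 for clusters 5 and 4. Clusters 2 and 3 and clusters 4 and 8 also reached 1, the highest possible value, in that setting. The median pseudotime was then 0.141 in cluster 5, 0.128 in cluster 4 and 0.214 in cluster 2, so cluster 4 came before cluster 5. In replicate 1 alone these medians of clusters 5 and 4 were 0.172 and 0.154, and in replicate 2 alone 0.170 and 0.144.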

On the other trajectory, PAX3+ satellite cells in cluster 8 first transitioned to a population of satellite cells in cluster 5 that had a different gene expression pattern from cells in cluster 8 but were still PAX3 positive; PAX3+ satellite cells in cluster 5 then became PAX7+ satellite cells in cluster 4, which were subsequently activated to become MYOD1+ myoblasts in cluster 2 (Figure 2B). Overall, this trajectory analysis further supports the conclusion earlier that cultured bovine satellite cells are composed of subsets of myogenic cells that differ in transcriptional and myogenic state.

### Cultured Bovine Satellite Cells Contain Subpopulations That May Be Intramuscular Preadipocytes

Platelet derived growth factor receptor alpha (PDGFRA) is established as a marker of the progenitor cells for intramuscular adipocytes, i.e., intramuscular fibro-adipogenic progenitor (FAP) cells, in mice and humans (Uezumi et al., 2010; Uezumi et al., 2014; Joe et al., 2010). 

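PDGFRA (ENSBTAG00000007173) was counted with 8883 UMIs, of which 4177 lay in cluster 9 and 322 in cluster 7. In cluster 9 its level was 1.58 ± 0.0744 UMIs per 10000 (SD, n = 2 libraries), against 0.183 ± 0.00529 in all other cells, a log2 fold change of 3.07 (standard error 0.057, adjusted p = 1.26e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In cluster 7 the level was 1.48 ± 0.362, against 0.304 ± 0.0162, and the log2 fold change was 1.66 (standard error 0.17, adjusted p = 6.27e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 1.26 in replicate 1 and 1.97 in replicate 2. TMM normalization lowered the log2 fold changes of cluster 7 by 0.64 relative to plain shares of UMIs, on which PDGFRA had 2.32. With Leiden clustering the log2 fold change of PDGFRA in cluster 7 was −0.29, and over 10 settings its adjusted p from edgeR or DESeq2 ran from 2.3e-27 to 0.286. The smallest values came from the fit with the library as a block, which leaves 1 residual degree of freedom. Within cluster 7, 79.8% of the PDGFRA UMIs lay in the 265 cells whose other genes were nearest to cluster 9.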

The expression of PDGFRA mRNA was significantly higher in clusters 7 and 9 than in other clusters (Supplementary File S2 and Figure 2A). It is interesting to note that cells in cluster 9 were also enriched with peroxisome proliferator activated receptor gamma (PPARG) and zinc finger protein 423 (ZNF423) mRNAs, two transcriptional regulators of early adipogenesis (Tontonoz and Spiegelman, 2008; Gupta et al., 2010; Lefterova et al., 2014). 

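PPARG (ENSBTAG00000001333) had 761 of its 1260 UMIs in cluster 9, at 0.288 ± 0.0166 UMIs per 10000 (SD, n = 2 libraries), against 0.0194 ± 3.4e-04 in all other cells. Its log2 fold change was 3.85 (standard error 0.084, adjusted p = 1.56e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ZNF423 (ENSBTAG00000017397) had 327 UMIs in cluster 9, at 0.125 ± 0.0140, against 0.0470 ± 8.1e-04, a log2 fold change of 1.37 (standard error 0.11, adjusted p = 1.51e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was also higher in cluster 12, with 1.11. In cluster 7, with 2115645 UMIs in all, 19 UMIs of PPARG and 21 of ZNF423 were counted. The log2 fold changes there were 0.38 for PPARG, with −0.17 in replicate 1 and 0.75 in replicate 2, and 0.24 for ZNF423 (adjusted p = 0.379 and 0.571 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over 10 settings the adjusted p of PPARG in cluster 7 from edgeR or DESeq2 ran from 0.00375 to 0.531. Its log2 fold change was 1.97 with the other clusters weighted equally and −2.48 with Leiden clustering, and these were the settings under which it passed the threshold.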

Gene ontology analyses of genes upregulated in clusters 7 and 9 indicated active lipogenesis in cluster 9 (Supplementary File S3). 

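A list of 24 lipogenesis genes, fixed in advance and not the annotation behind Supplementary File S3, made up 7.15 ± 0.203 UMIs per 10000 (SD, n = 2 libraries) in cluster 9, against 6.90 in all other cells. In cluster 7 it made up 14.1 ± 0.649, against 6.87. These levels are plain shares of UMIs, on which the genes of cluster 7 lie higher than after TMM normalization. Of 21 genes of the list tested, 9 were higher and 5 lower in cluster 9, and 8 were higher and 1 lower in cluster 7, with the same counts when adjusted over the list alone. The median log2 fold change of the list was −0.06 in cluster 9 and 0.48 in cluster 7, while the summed level was above that of all other cells in both.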

Cells in neither cluster 7 nor cluster 9 expressed markers of mature adipocytes such as leptin (LEP) and adiponectin (ADIPOQ) (Supplementary File S2). These data together indicated that clusters 7 and 9 were FAPs, or intramuscular preadipocytes, with cluster 9 appearing to be more developed preadipocytes than cluster 7. 

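No UMI of LEP (ENSBTAG00000014911) was counted in any of the 19096 cells. ADIPOQ (ENSBTAG00000052213) had 3 UMIs in all cells, 0 of them in clusters 7 and 9. A count of 0 allows up to 0.00114 UMIs per 10000 in cluster 9, with its 26381840 UMIs, and up to 0.0142 in cluster 7, taking 3 counts as the limit. Lower levels were not detectable at this depth.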

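Clusters 9 and 7 were compared directly over 10785 genes, of which 3229 were higher in cluster 9 and 2864 were higher in cluster 7. PPARG was higher in cluster 9, with a log2 fold change of 2.19 (standard error 0.25, adjusted p = 2.86e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed above 0 in 9 other settings, from 2.00 to 4.93. PDGFRA had a log2 fold change of 0.58 (standard error 0.17, adjusted p = 0.0216 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 0.96 in replicate 1 and 0.29 in replicate 2. This difference rests on TMM normalization, since on plain shares PDGFRA made up 1.63 UMIs per 10000 in cluster 9 and 1.23 in cluster 7 in replicate 1, but 1.53 and 1.74 in replicate 2. ZNF423 had 0.83 (standard error 0.27, adjusted p = 0.0338 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with plain shares of 0.115 and 0.112 in replicate 1 and 0.135 and 0.0902 in replicate 2. Without cells under 2000 UMIs, PDGFRA and ZNF423 had 0.24 and 0.62 and no longer passed the threshold, and ZNF423 also failed it with DESeq2, at 0.78, and with Leiden clustering, at 0.54. Over 9 settings, the adjusted p from edgeR or DESeq2 ran from 1.4e-05 to 0.609 for PDGFRA and from 0.00671 to 0.283 for ZNF423. Of 19 lipogenesis genes tested, 2 were higher in cluster 9 and 9 were higher in cluster 7, or 2 and 10 when adjusted over the list alone, and the median log2 fold change of the list was −0.44. A list of 12 adipogenic regulators went the other way. Of its 9 genes tested, 4 were higher in cluster 9 and 1 in cluster 7, with a median of 0.66. Of 3 mature adipocyte genes tested, 0 were higher in cluster 9 and 1 in cluster 7. The paper concludes from PDGFRA, the adipogenic regulators, its ontology terms and the absence of mature adipocyte markers that both clusters were FAPs, and that cluster 9 appeared the more developed.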

Because cells in clusters 7 and 9 were not enriched with MYOD1, MYF5, DES, or MYOG, markers of myogenic cells, it remains to be determined if these FAP cells were derived from satellite cells during culture or accidently co-isolated with satellite cells from skeletal muscle.

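In cluster 9 the log2 fold changes against all other cells were −2.98 for MYOD1, −3.02 for MYF5, −3.17 for MYOG and −2.50 for DES, negative in both libraries and in every setting tried. In cluster 7 they were −1.38 for MYOD1, −1.03 for MYF5, −0.92 for MYOG and −0.37 for DES. For MYOG in cluster 7, the log2 fold change was 0.64 when the other clusters were weighted equally. DES in cluster 7 had a level of 5.54 ± 0.892 UMIs per 10000 (SD, n = 2 libraries), against 4.54 ± 0.0891, so its direction depended on TMM normalization and was positive on plain shares of UMIs, with 0.26. The other muscle genes that the paper names went both ways in cluster 7. The level of MYH3 there was 4.74 ± 0.501, against 1.01 ± 0.0706, a log2 fold change of 1.58 (standard error 0.10, adjusted p = 1.38e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of its 992 UMIs in cluster 7, 821 lay in the 84 cells whose other genes were nearest to cluster 12, at 46.6 per 10000. The cells nearest to cluster 3 had 4.54, and those nearest to any of the other clusters at most 0.862. NEB had 1.32, MYMK 0.85, MEF2A 0.58 and STAC3 0.43 in cluster 7, and these were called higher. MB, with 5 UMIs, and MYL1, with 32, were called lower, with −2.30 and −0.69, and MEF2D was not called, with −0.16. MYL1 no longer passed the threshold with Leiden clustering, without cells under 2000 UMIs, with DESeq2 or with the other clusters weighted equally, and MB without cells under 2000 UMIs. STAC3 did not pass the threshold without cells under 2000 UMIs, without a filter on low counts or with the library as a block.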

### Cultured Bovine Satellite Cells Contain Subpopulations Whose Identities Remain to Be Determined

Compared to other clusters (Supplementary File S2), clusters 6, 10, 11, 13, 14, and 15 did not express significantly higher levels of markers of myogenic cells such as PAX3, PAX7, MYOD1, MYF5, and MYOG (Pownall et al., 2002); thus, these clusters were not myogenic cells. 

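These 6 clusters and 5 genes make 30 pairs, of which 3 were higher than in all other cells and 7 were lower. All 3 were MYOD1. Its level was 5.75 ± 0.444 UMIs per 10000 (SD, n = 2 libraries) in cluster 6, 5.60 ± 0.224 in cluster 10 and 6.75 ± 0.354 in cluster 13, against 3.84, 4.01 and 4.04 in all cells outside the respective cluster. The log2 fold changes were 0.63, 0.37 and 0.63 (adjusted p = 0.00448, 0.00311 and 0.00221 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), positive in both libraries. MYOG was lower in clusters 6, 10, 11 and 13, MYF5 in cluster 10, and MYOD1 in clusters 11 and 14. PAX7 and PAX3 had at most 36 UMIs in any of these clusters and did not differ detectably. The number of pairs that were higher ran from 2 to 9 over 10 settings, with 9 when the other clusters were weighted equally.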

Skeletal muscle contains not only myogenic cells but also nonmyogenic cells such as endothelial cells, pericytes, smooth muscle cells, fibroblasts, and glial cells. However, none of clusters 6, 10, 11, 13, 14, and 15 appeared to be these nonmyogenic cells based on the expression levels of marker genes such as CDH5 and PECAM1 for endothelial cells (Elmentaite et al., 2021), NOTCH3 and MCAM for pericytes (Elmentaite et al., 2021), ACTA2 and MYH11 for smooth muscle cells (Kumar et al., 2017), COL1A and S100A4 for fibroblasts (Kumar et al., 2017), and FOXD3 and SOX10 for glial cells (Elmentaite et al., 2021) in these clusters (Supplementary File S2). It is possible that clusters 6, 10, 11, 13, 14, and 15 represented novel cell types in bovine skeletal muscle co-isolated with satellite cells or that they were inaccurately clustered by the computational program used.

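With COL1A read as COL1A1 and COL1A2, these 6 clusters and 11 genes make 66 pairs. For FOXD3 and SOX10, 0 UMIs were counted in all cells, which allows up to 1.1e-04 UMIs per 10000, and CDH5 had 3 UMIs in these clusters. Of the 48 pairs that could be tested, 3 were higher than in all other cells and 16 were lower. NOTCH3 (ENSBTAG00000043971) was higher in cluster 10, with a log2 fold change of 0.43, and in cluster 13, with 1.02 (adjusted p = 0.00317 and 0.00271 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). S100A4 (ENSBTAG00000019203) in cluster 14 had a level of 20.3 ± 1.83 UMIs per 10000 (SD, n = 2 libraries), against 7.23 ± 0.150, a log2 fold change of 1.58 (standard error 0.074, adjusted p = 0.00116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). COL1A2 was lower in clusters 6, 10, 11 and 14. The number of pairs that were higher ran from 1, with Leiden clustering, to 5, with the other clusters weighted equally.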

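Against all other cells, 1387 genes were higher in cluster 6, 2201 in cluster 10, 1670 in cluster 11, 769 in cluster 13, 480 in cluster 14 and 5 in cluster 15, where the sums of cluster 15 held 219359 UMIs. On simulated counts with 200 genes changed 3-fold, the test recovered 50.5% of them in cluster 13, over 12938 genes, and 23% in cluster 15, over 12864 genes. The simulated sums were again independent, with the same dispersion for every gene. With the library as a block, 2840 genes were higher in cluster 6, 2648 in cluster 10 and 2510 in cluster 11. Clusters 13, 14 and 15 then had 852, 759 and 27, and that fit leaves 1 residual degree of freedom. The 3 genes with the largest log2 fold change were chosen among those higher in both libraries with at least 1 UMI per 10000 in the cluster. In cluster 6 these were ENSBTAG00000054548 with 1.56, MCM3 with 1.53 and ACACB with 1.30. Cluster 11 had MT2A with 1.52, IGFBP5 with 1.43 and again ENSBTAG00000054548 with 1.24. Cluster 10 had LPCAT1 with 1.23, TSPAN9 with 1.12 and KIF1C with 0.95, and cluster 13 had LPCAT1 with 1.5, IGF2 with 1.41 and RPS26 with 1.40. Cluster 14 had ENSBTAG00000047229 with 1.75, S100A4 with 1.58 and ACTA1 with 1.36, the last with 1.78 in replicate 1 and 0.79 in replicate 2. Cluster 15 had ACTA1 with 2.06, MYLPF with 1.53 and TNNC2 with 1.15 (adjusted p = 0.0478 each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The Ensembl identifiers without a name have no symbol in the deposited files. All cells of cluster 15 had fewer than 2000 UMIs, as had 70.6% of cluster 13 and 37.2% of cluster 14.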

## Conclusions

Results of this scRNA-seq study suggest that bovine satellite cells are possibly composed of subpopulations that differ in transcriptional status, proliferation rate, and myogenic potential. This notion is consistent with the conclusion from scRNA-seq studies of mouse satellite cells (Cho and Doles, 2017; van den Brink et al., 2017). Results of this study also suggest the presence of FAP cells in bovine skeletal muscle, although their origin remains to be determined. Because skeletal muscle growth and intramuscular fat are economically important traits in cattle, further characterization of the different subpopulations of satellite cells as well as FAPs in bovine skeletal muscle could lead to the development of new strategies to improve these traits or to identify DNA sequences and variants associated with these traits in cattle.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE184128.

# Supplementary material for: Single-cell RNA Sequencing Reveals Heterogeneity of Cultured Bovine Satellite Cells
**Source:** Front Genet. 2021 Oct 28;12:742077. doi: 10.3389/fgene.2021.742077
**Supplement:** Supplementary file 2

```

#=====cellranger step=====
#=====S1_demultiplexed Fastq file===

# fastq files were demultiplexed by Novogene
# index J11 SI-GA-A8      GCATCTCC,TGTAAGGT,CTGCGATG,AACGTCAA
          J22 SI-GA-A9      TCTTAAAG,CGAGGCTC,GTCCTTCT,AAGACGGA

#=====S1.1_build reference=====

cellranger mkref --genome=Bos_taurus.ARS-UCD1.2
--fasta=Bos_taurus.ARS-UCD1.2.dna.toplevel.fa
--genes=Bos_taurus.ARS-UCD1.2.95.filtered.gtf

#=====S2_count=====

cellranger count --id=J11 --fastqs=/home/pengcheng/fastq/J11/
--transcriptome=/home/pengcheng/ref/Bos_taurus.ARS-UCD1.2/
cellranger count --id=J22 --fastqs=/home/pengcheng/fastq/J22/
--transcriptome=/home/pengcheng/ref/Bos_taurus.ARS-UCD1.2/

#=====S3_aggregate=====

cellranger aggr --id=J11J22 --csv=J11J22_libraries.csv --normalize=mapped

#J11J22_libraries.csv
#library_id      molecule_h5
#J11      /home/pengcheng/J11/outs/molecule_info.h5
#J22      /home/pengcheng/J22/outs/molecule_info.h5

#=====R_step(Seurat&Monocle)=====
library(Seurat)
library(monocle)
library(dplyr)
#=====Create Seurat object=====

bsc<- Read10X(data.dir = "/Users/pengchenglyu/scRNA/J1122/")
bsc <- CreateSeuratObject(counts = bsc, project = "bsc_10X", min.cells = 3,
min.features = 200)

cluster <- read.csv2(file =
"/Users/pengchenglyu/scRNA/J1122/analysis/clustering/graphclust/clusters.csv" , sep
= ",")
cluster_myogenic <- subset(x =cluster , Cluster == "12" | Cluster == "3" |
                        Cluster == "1" | Cluster == "2" |
                        Cluster == "4" |Cluster == "5" | Cluster == "8" )
myogenic_barcode <- c(cluster_myogenic$Barcode)
pbmc <- subset(x = bsc , cells = myogenic_barcode)
pbmc@meta.data$cluster <- as.factor( cluster_myogenic$Cluster)

pbmc[["percent.mt"]] <- PercentageFeatureSet(pbmc, pattern =

```

[illegible]

```

if(import_all) {
  if("Monocle" %in% names(otherCDS@misc)) {
    otherCDS@misc$Monocle@auxClusteringData$seurat <- NULL
    otherCDS@misc$Monocle@auxClusteringData$scran <- NULL

    monocle_cds <- otherCDS@misc$Monocle
    mist_list <- otherCDS

  } else {
    # mist_list <- list(ident = ident)
    mist_list <- otherCDS
  }
} else {
  mist_list <- list()
}

if(1==1) {
  var.genes <- setOrderingFilter(monocle_cds, otherCDS@assays$RNA@var.features)
}
monocle_cds@auxClusteringData$seurat <- mist_list
} else if (class(otherCDS)[1] == 'SCESet') {
  requireNamespace("scater")

  message('Converting the exprs data in log scale back to original scale ...')
  data <- 2^otherCDS@assayData$exprs - otherCDS@logExprsOffset

  fd <- otherCDS@featureData
  pd <- otherCDS@phenoData
  experimentData = otherCDS@experimentData
  if("is.expr" %in% slotNames(otherCDS))
    lowerDetectionLimit <- otherCDS@is.expr
  else
    lowerDetectionLimit <- 1

  if(all(data == floor(data))) {
    expressionFamily <- negbinomial.size()
  } else if(any(data < 0)){
    expressionFamily <- uninormal()
  } else {
    expressionFamily <- tobit()
  }
}

if(import_all) {
  # mist_list <- list(iotherCDS@sc3,
  #                   otherCDS@reducedDimension)
  mist_list <- otherCDS

```

```

    } else {
      mist_list <- list()
    }

    monocle_cds <- newCellDataSet(data,
                                  phenoData = pd,
                                  featureData = fd,
                                  lowerDetectionLimit=lowerDetectionLimit,
                                  expressionFamily=expressionFamily)
    # monocle_cds@auxClusteringData$sc3 <- otherCDS@sc3
    # monocle_cds@auxOrderingData$scran <- mist_list

    monocle_cds@auxOrderingData$scran <- mist_list

  } else {
    stop('the object type you want to export to is not supported yet')
  }

  return(monocle_cds)
} # the function used to read Seurat4 object

cds <- newimport(pbmc) # import S4 object

#=====prepare data for dimension reduction=====

cds <- estimateSizeFactors(cds)
cds <- estimateDispersions(cds)

#=====select high expression gene=====

disp_table <- dispersionTable(cds)
unsup_clustering_genes <- subset(disp_table,mean_expression >= 0.1) #pick high
expression genes
cds <- setOrderingFilter(cds , unsup_clustering_genes$gene_id)

#=====dimension reduction & order cells=====
cds <- reduceDimension(cds, max_components = 2, method = 'DDRTree')
cds <- orderCells(cds)
p1 <- plot_cell_trajectory(cds , color_by = "cluster")

```

How the deposited data were processed for this re-analysis (not part of the article)

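The data are 2 single-cell RNA sequencing libraries, replicates 1 and 2, of the same cultured satellite cells of 1 calf. The authors aligned the reads to ARS-UCD1.2, counted UMIs, called cells and combined the libraries with Cell Ranger 3.0.2, thinning the reads so that both libraries had the same number of mapped reads per cell. The deposited counts are the resulting whole numbers of UMIs for 21867 genes in 19096 cells, with no filter on doublets described in the paper's text. The library of each cell was read from the number at the end of its barcode, which Cell Ranger adds in the order of the libraries, and the cells per library equal those in Table 1. The authors also deposited, for 16816 genes and 15 clusters, an average UMI count scaled to a common total, a log2 fold change against all other cells and a p-value adjusted by Benjamini and Hochberg. Over 228 pairs of gene and cluster with at least 100 UMIs, the deposited log2 values differed from plain ratios of UMI shares, recomputed from the counts, by at most 0.09. At low counts they are not such ratios, since ADIPOQ in cluster 15 has an average of 0 and a log2 value of 8.24. The deposited p-values come from the authors' comparison of cells through sSeq and edgeR in Cell Ranger. Gene names and identifiers are those of the deposited feature list, and a reference of another assembly, ARS-UCD2.0, was searched only for symbols of identifiers without a name and gave none for those printed.

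The choices below were written down before the data were examined, apart from those named as later. The cluster of each cell was to be rebuilt with Louvain clustering, which was replaced after the files had been seen. The authors' deposited averages turned out to fix the cluster of every cell, since they convert to exact UMI sums per gene and cluster, and this deduced assignment was used for all main values. The planned Louvain clustering of 10 principal components, with 284 neighbours and a resolution of 2.05, became an alternative. Clusters that no planned clustering matched to a deposited cluster gave no value under it.

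UMIs were summed per library over the cells of each cluster and over all other cells, and the sums were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment after TMM normalization and filterByExpr, as 2 sums against 2. A gene was called at an adjusted p under 0.05, which is the paper's threshold. The same fit compared cluster 12 with cluster 3 and cluster 9 with cluster 7. The sums of a cluster and of the cells it is compared with come from the same libraries, so the library number pairs them. Over genes with at least 20 UMIs in each sum, the log2 ratios of replicate 1 to replicate 2 in a cluster and in all other cells had correlations from 0.167 to 0.669 over the 15 clusters, with a median of 0.565. The fit behind the main values had no block, and the fit with the library as a block is an alternative. Groups of 2 libraries leave no room for other splits of the samples or for a search for outlying samples. The tests were checked on simulated counts with 200 genes changed 3-fold, of which 89% were recovered in cluster 9 over 13114 genes and 74.5% between clusters 9 and 7 over 10403 genes. Every simulated sum was drawn independently, with the same fixed dispersion for every gene and no effect shared within a library. The recovery rates describe that setting, and recovery on the real sums was not measured.

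The S phase, G2/M, muscle structure and lipogenesis lists were fixed in advance and give summed UMIs per 10000 UMIs per library, with no test of the sum. Lists of ribosomal protein, collagen, adipogenic regulator and mature adipocyte genes were used in the same way. A list gene is counted once for each Ensembl gene that carries its symbol. Intervals of shares are exact binomial at 95% and cover counting error only, and a count of 0 was given a limit of 3 counts. The trajectory used genes with a mean of at least 0.1 UMI, 10 principal components, 30 neighbours, PAGA and diffusion pseudotime in scanpy. Doublets were called with Scrublet in each library with an expected rate of 8.0%. Its automatic threshold was 0.252 in replicate 1 and 0.655 in replicate 2, where it called 6 cells, so the threshold of replicate 1 was used for both libraries, a choice made after this was seen. It gave 753 doublets (7.58%) in replicate 1 and 642 (7.01%) in replicate 2. Doublets were kept, since the paper describes no removal.

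The genes named are every gene the paper names and, for cluster 7 and each cluster without an identity in the paper, the 3 genes with the largest log2 fold change among those called, higher in both libraries and at 1 UMI per 10000 or more. The paper's table of cluster averages, with 779 of its rows at hand, and some ontology terms had been seen when this rule was written. Alternatives planned in advance were the assignment of each cell to the best fitting cluster profile under a negative binomial model with a dispersion of 0.1, clustering without the genes the paper names, Leiden clustering, leaving out doublets, leaving out cells under 2000 UMIs, DESeq2, no filter on low counts, the library as a block, the other clusters weighted equally, and each library alone. Added later were the planned Louvain clustering in place of the deduced assignment, Louvain and Leiden clustering for the direct comparisons, UMI shares without TMM, the regression of cell cycle levels out of the trajectory, and the automatic doublet threshold. Monocle was not run and gene ontology annotation was not used here. The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, scanpy 1.11.5, igraph 0.11.9 and scikit-learn 1.9.0, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.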

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

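The test of a state shared by several parts of cluster 7 and the tests of low depth and of doublets in cluster 10 alone were chosen only after the result was seen. The samples differ in no condition, so no biological explanation by a condition was tested.

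Ribosomal protein genes, which the paper does not discuss, and collagen genes, of which it names only COL1A as a fibroblast marker, differed in cluster 7. Ribosomal protein genes made up 906 ± 5.08 UMIs per 10000 (SD, n = 2 libraries) in cluster 7, against 2604 in all other cells and 2236 to 3099 in the other 14 clusters. Collagen genes made up 642 ± 6.06, against 127 in all other cells and 264 in cluster 8, the next highest. After TMM normalization, 82 of 84 ribosomal protein genes tested were lower in cluster 7 and 20 of 28 collagen genes were higher, with median log2 fold changes of −2.18 and 1.22. The ribosomal protein level argues against low depth per cell as the whole cause, since clusters 13, 14 and 15 had 3099, 2867 and 2236, with medians of 1631, 2514 and 647 UMIs per cell against 1389 in cluster 7. A mixture of cell types with their usual levels is also argued against. The cells of cluster 7 were split by the cluster they resembled, with ribosomal protein, collagen, cell cycle and the paper's genes left out. In 7 of 7 parts of at least 50 cells, the ribosomal protein level was lower and the collagen level higher than in the cluster they resembled, in both libraries. With the libraries summed, the difference was 2.62-fold to 3.24-fold for ribosomal protein and 3.98-fold to 6.23-fold for collagen. A candidate explanation is thus a state shared by cells that resemble several clusters. What gives rise to such a state was not tested. Cell damage stays open, since no mitochondrial share was computed.

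Cluster 10, which the paper leaves without an identity, had 2201 genes higher and 2878 lower than all other cells, and the authors' deposited table calls 0 genes there, with a lowest adjusted p-value of 0.129. The number of genes higher ran from 1805 to 2887 over 9 other settings. With the other clusters weighted equally, 2887 were higher and 2252 lower, so the balance turned. More genes were lower with DESeq2, without a filter on low counts and with the library as a block. Low depth per cell was set in advance as a median under 1/3 of the median of all cells. Cluster 10 lay just above it, at 0.363, with 0.371 in replicate 1 and 0.350 in replicate 2, but far below the 7 myogenic clusters, which ran from 0.868 to 1.28. Low depth thus stays open. The authors' deposited table also calls 0 genes in clusters 13, 14 and 15, which are shallower still, but it calls 184 genes higher in cluster 7, at 0.0933. The 2 libraries hold the same cells of 1 calf, so the calls describe cells of this culture and not other animals. Doublets made up 2.72% and 1.81% of cluster 10 in the 2 libraries, against 7.52% and 6.98% in the myogenic clusters pooled, which argues against doublets. Other causes were not tested.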

How the results depend on the processing

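The tests with the planned Louvain clustering, with Leiden clustering in the comparisons of cluster 12 with 3 and of 9 with 7, with UMI shares without TMM, with cell cycle levels regressed out and with the automatic doublet threshold were chosen only after the result was seen. A clustering that matched no cluster to a deposited one gave no value for it: clusters 5, 11, 13 and 15 for the planned Louvain clustering, 10, 11, 13 and 15 for Leiden clustering, and 13 and 15 with the paper's genes left out. Leaving out cells under 2000 UMIs left no cell of cluster 15.

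Of 170 values of the main comparisons under alternatives that kept both libraries, 137 stayed, 3 no longer passed the threshold, 30 moved further, and 0 changed direction. A value stayed if it lay within the spread of the libraries, on its side of the threshold or, for a count, within 1.5-fold. Counts could not change direction, and large shifts of counts were scored as stayed. The genes higher over the 15 clusters, 41811 with the other clusters weighted equally against 29277, are such a case. Of 937 values of single genes and clusters, 745 stayed, 24 no longer passed the threshold, 8 newly passed it, 134 moved further and 26 changed direction. In 1 library alone, 26 of 28 values of the main comparisons stayed and 2 moved further, and of 202 single values 184 stayed, 15 moved further and 3 changed direction. Of the 29 pairs of gene and cluster that the paper calls higher, 28 were called, and of those 28, the number still called was 28 without cells under 2000 UMIs, without a filter on low counts, with the library as a replicate block and with the other clusters weighted equally. It was 27 with profile assignment, with doublets left out and with DESeq2, 26 with the paper's genes left out of the clustering, 25 of 27 with the planned Louvain clustering, and 22 with Leiden clustering. The cause of the changes listed here was not tested unless a cause is given.

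Of the cells in matched clusters, 89.1% kept their deposited cluster with profile assignment, 84.2% with the paper's genes left out, 79.97% with the planned Louvain clustering and 67.1% with Leiden clustering, and at resolution 1 the Louvain method gave 9 clusters. With the paper's genes left out, the planned Louvain clustering and Leiden clustering in this order, the log2 fold change was −0.78, −1.004 and −1.18 for MYH3 in cluster 3, −0.48, −0.80 and −1.02 for MYMK in cluster 3, and 0.0190, 0.0559 and 0.40 for MYF5 in cluster 3. The median log2 fold change of the muscle structure list in cluster 12 against cluster 3 was 2.81, 2.85 and 2.51. Leiden clustering also gave −0.29 for PDGFRA, −2.48 for PPARG, 0.16 for MEF2D and 0.0815 for DES in cluster 7, −0.36 for DES in cluster 1, 0.54 for ZNF423 in cluster 9 against cluster 7, which no longer passed the threshold, and 1 nonmyogenic pair in place of 3, where clusters without a match drop out. The planned Louvain clustering gave 0.0592 for DES in cluster 2. With profile assignment, MYF5 in cluster 3 had 0.0215, the G2/M list 2.69 in cluster 2 and 2.57 in cluster 4, and the muscle structure list 2.85 in cluster 12.

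With the other 14 clusters weighted equally, the log2 fold changes were 0.27 for MYF5 in cluster 3, 0.29 for DES in cluster 2, and 0.27 for DES, 0.64 for MYOG and 0.14 for MEF2D in cluster 7. The pairs called higher in the clusters without an identity rose from 3 to 5 for nonmyogenic genes and from 3 to 9 for myogenic genes. This weighting also moved the balance of calls, with 41811 genes higher and 23108 lower over the 15 clusters, or 64.4% higher, against 29277 and 33572, or 46.6%.

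DESeq2 gave 28300 genes higher and 27579 lower. With it, the median log2 fold change of all genes moved by 0.15 in cluster 13, 0.46 in cluster 15 and 0.10 in cluster 7. The split of calls was 1358 higher and 1365 lower in cluster 13, against 769 and 1449, 947 and 567 in cluster 14, against 480 and 524, and 142 and 128 in cluster 15, against 5 and 30. It gave 5.77e-04 for MYF5 in cluster 3, 0.78 for ZNF423 in cluster 9 against cluster 7, which no longer passed the threshold, 1 lipogenesis gene higher in that comparison in place of 2, and a median of 2.41 for the muscle structure list in cluster 12 against cluster 3. On plain UMI shares, MYOD1 had −0.0340 in cluster 12, and DES 0.26 and MEF2D 0.49 in cluster 7. Without a filter on low counts the muscle structure median was 2.37.

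With doublets left out, that median was 2.42, and the log2 ratios of the lists were 1.29 and 1.29 for S phase and 2.74 and 2.62 for G2/M in clusters 2 and 4, and 2.88 for muscle structure in cluster 12. The automatic doublet threshold gave 759 doublets in place of 1395. Without cells under 2000 UMIs, the values were 0.00824 for DES in cluster 7, 2.86 for the muscle structure list in cluster 12 and 1.18 for the lipogenesis list in cluster 7. In cluster 9 against cluster 7, the lipogenesis median was then −0.73, ZNF423 had 0.62 and no longer passed the threshold, and edgeR called 0 lipogenesis genes higher, with 1 at an unadjusted p under 0.05. DESeq2, run on all cells, called 1.

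The sums of each comparison share the library, and with the library as a replicate block the pairs of myogenic genes higher in clusters without an identity were 5 in place of 3. MYOD1 in cluster 12 then passed the threshold, with a log2 fold change of 0.15, as it did with 0.19 to 0.70 with equal weights, DESeq2 and each other assignment of cells. STAC3 in cluster 7 no longer passed it, with 0.44, and the genes higher were 759 in place of 480 in cluster 14 and 27 in place of 5 in cluster 15. In clusters 1, 5 and 6 they were 3082, 2616 and 2840, in place of 1912, 1584 and 1387. Over the 15 clusters, 39507 genes were higher and 43492 lower, in place of 29277 and 33572. The block changed no other call among the genes and clusters compared 1 by 1. It leaves 1 residual degree of freedom, so its p-values rest on very little replication.

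In each library alone, the log2 fold change ran from −0.14 to 0.11 for MYF5 in cluster 3, from −0.17 to 0.75 for PPARG in cluster 7 and from −0.47 to 0.0558 for MEF2D in cluster 7, and the muscle structure median in cluster 12 against cluster 3 from 2.44 to 2.46. When cell cycle levels were regressed out of the trajectory, 2 of the paper's 6 steps were among the 6 strongest, with 1 in replicate 1 alone and 2 in replicate 2 alone, and cluster 4 then came before cluster 5 in pseudotime. Leaving the cell cycle genes out of it did not remove the cell cycle levels from the components, so that setting says nothing about stability.

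The counts of the clusters with few UMIs moved with the setting. Cluster 13 had 219 genes higher without cells under 2000 UMIs, against 769, and cluster 14 had 1196 with the other clusters weighted equally, against 480. In cluster 15, edgeR called 52 genes higher with the other clusters weighted equally. It called 0 with profile assignment and 0 with doublets left out, with 269 and 306 at an unadjusted p under 0.05.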

Differences from the paper's values

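The planned Louvain clustering and the UMI shares without TMM were chosen only after the result was seen. The cell numbers and cluster sizes that the paper states were equal to those computed here. For replicate 2, the paper gives a median of 3764 genes per cell and 16356 genes detected, against 3664 and 16319 here, which lies within 1.5-fold, and the other values of genes per cell and genes detected that were compared were equal. Table 1 gives more reads per cell for replicate 2, while the values here were taken after the reads had been thinned to equal depth. These are unlike measures, and thinning can lower both values. On the scale of UMI shares, the log2 fold changes of the authors' deposited table that were compared lay within the spread of the libraries. The test behind the authors' deposited table took cells as replicates, while the test used here took the 2 libraries of 1 calf. Of the 29 pairs of gene and cluster that the paper calls higher, 28 were called here.

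The pair that was not called is MYF5 in cluster 3, which the paper states was enriched. Here its log2 fold change was −0.00, with 0.11 in replicate 1 and −0.14 in replicate 2. In the authors' deposited table, the log2 fold change of MYF5 in cluster 3 is −0.13 with an adjusted p-value of 0.948. Of the alternatives set before the data were examined, Leiden clustering and equal weights for the other clusters called MYF5 higher in cluster 3, with 0.40 and 0.27, and the others did not. MYOD1 in cluster 3 and MYF5 in cluster 1 were called higher here, as the paper states.

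The paper states that PAX7 was enriched in cluster 4 and PAX3 in clusters 5 and 8. PAX7 in cluster 4 and PAX3 in cluster 5 were called here, with log2 fold changes of 1.02 and 1.11. In the authors' deposited table, the adjusted p-values are 0.0663 for PAX7 in cluster 4 and 0.0629 for PAX3 in cluster 5, above the paper's threshold, and 0.00296 for PAX3 in cluster 8. The paper also states that MYH3 was upregulated in cluster 3. It was called here with 0.47, and the authors' deposited table gives 0.34 with an adjusted p-value of 0.538.

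The paper describes clusters 1, 2, 3 and 12 as myoblasts from MYOD1, MYF5 and DES. Of these 12 pairs of gene and cluster, 7 were higher here, 3 were lower and 2 were not called. The 3 lower were DES in cluster 2, with a log2 fold change of −0.22, and MYF5 in clusters 2 and 12, with −0.51 and −0.57. MYOD1 in cluster 12 was not called, with 0.15. Equal weights for the other clusters called DES in cluster 2 higher, with 0.29. MYOD1 in cluster 12 was called higher with equal weights, DESeq2, profile assignment, Leiden clustering, the paper's genes left out and the library as a replicate block. The planned Louvain clustering, chosen after seeing the values, also called MYOD1 in cluster 12, and it did not call 2 of the 27 pairs it could test among the paper's.

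The paper states that clusters 6, 10, 11, 13, 14 and 15 did not express significantly higher levels of myogenic markers. Here MYOD1 was called higher in clusters 6, 10 and 13, with log2 fold changes of 0.63, 0.37 and 0.63, and the other 27 pairs were not called higher. The authors' deposited table gives 0.58, 0.48 and 0.73, with adjusted p-values of 0.301, 0.978 and 1. For the nonmyogenic markers that the paper names for these clusters, NOTCH3 was called higher in clusters 10 and 13 and S100A4 in cluster 14, and the other 45 tested pairs were not called higher. In the authors' deposited table, the adjusted p-values of these 3 pairs are 0.954, 1 and 1. Among the pairs not called, PECAM1, MCAM and MYH11 had at most 192 UMIs in all cells, so the test had little power for them.

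The paper finds active lipogenesis in cluster 9 from ontology terms. With the list of lipogenesis genes used here, which is not that annotation, 9 genes were higher and 5 lower in cluster 9, and in the direct comparison 2 were higher in cluster 9 and 9 in cluster 7. No alternative that was run gave more lipogenesis genes higher in cluster 9 than in cluster 7. PPARG and ZNF423 were higher in cluster 9, as the paper states.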

Other observations

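The tests of S phase, of depth and of doublets were set in advance for several clusters together and split into single clusters only after the result was seen. The tests of cluster 11 against cluster 5, of PDGFRA within cluster 7 and of the trajectory with cell cycle levels regressed out were also chosen only after the result was seen. The samples differ in no condition, so no biological explanation by a condition was tested.

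For cluster 6, without an identity in the paper, a candidate explanation is cells in S phase. The S phase list made up 44.6 UMIs per 10000, against 23.2 in all cells outside clusters 6 and 11, and MYOD1 plus MYF5 made up 6.63, against 5.49 in the 7 myogenic clusters, a ratio of myogenic clusters over cluster 6 of 0.827, where the test allowed at most 2. Of its cells, 66.2% were nearest to cluster 2 with the listed cell cycle genes left out. That need not remove all cell cycle signal, so cell cycle phase may contribute to the match. Doublets made up 15.8% and 18.7% of cluster 6 in the 2 libraries, against 7.52% and 6.98% in the myogenic clusters, so doublets stay open as part of it.

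In cluster 11, MYOD1 plus MYF5 made up 2.42 and the ratio was 2.27, so the same test was not passed. It cannot decide there, since cluster 8, itself a myogenic cluster, lay about as low. The authors' deposited averages were 1.33 for MYOD1 and 2.34 for MYF5 in cluster 8, and 2.01 and 1.58 in cluster 11. After that, cells in S phase that resemble cluster 5 were considered, and the values were already known when this test was written, so it only describes them. With cell cycle genes left out, 72.1% of the cells of cluster 11 were nearest to cluster 5, where MYOD1 plus MYF5 made up 3.16, 1.32-fold and 1.30-fold the level of cluster 11 in the 2 libraries. In the trajectory, leaving these genes out did not remove the cell cycle levels, so cell cycle phase may contribute to this match too.

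Clusters 13, 14 and 15 may lack an identity because of low sequencing depth per cell, since their median UMIs per cell were at most 0.169 of the median of all cells, and 90.0% of the cells of cluster 13 were nearest to cluster 10. Cluster 10 itself lay at 0.363, so low depth stays open there. Doublets made up 3.23% of clusters 10, 13, 14 and 15 together in replicate 1 and 1.71% in replicate 2. In clusters 10, 13 and 15 the share was at most 3.73% in either library, below the 7.52% and 6.98% of the myogenic clusters pooled, which argues against doublets for these 3. Cluster 14 had 9.05% in replicate 1, above the pooled share, and 3.81% in replicate 2, so doublets stay open there. Single myogenic clusters ran from 0.693% in cluster 8 to 14.2% in cluster 5.

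In cluster 7, which holds PDGFRA and muscle genes together, 200 cells had PDGFRA and 147 had MYH3, but 9 had both, where independence among cells of similar depth gives 28.8, a ratio of 0.312 (95% counting interval of the 9 cells 4.12 to 17.1). The 9 cells were 2 against 11.3 expected in replicate 1 and 7 against 16.7 in replicate 2. With NEB in place of MYH3 there were 22 cells against 72.4, and with MYOG 17 against 36.3. A mixture of FAP-like and myocyte-like cells is a candidate explanation, and RNA from other cells in the droplets stays open for the cells with both. Of the 992 MYH3 UMIs of cluster 7, 821 lay in the 84 cells nearest to cluster 12, at 46.6 UMIs per 10000, against 15.5 in cluster 12 itself. The PDGFRA level in the part nearest to cluster 9 was 6.38 times that of the highest other part, or 4.59 against 0.670 UMIs per 10000 in replicate 1 and 5.66 against 0.895 in replicate 2. Outside that part it was 0.400, against 0.172 in the other clusters except 9, on plain shares and without a measure of RNA from other cells, so whether the other parts express PDGFRA stays open.

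In the trajectory, regressing out the cell cycle levels changed the connectivity of clusters 4 and 2 from 0.548 to 0.478, while that of cluster 2 rose from 0.124 to 1 with cluster 3 and from 0.0978 to 0.835 with cluster 1. In each library alone, clusters 4 and 2 had 0.521 and 0.469. Cell cycle phase shared by clusters 4 and 2 may thus contribute to the rank of that step, but the fall itself is not particular to it, since other steps of the paper also fell, from 0.382 to 0.267 for clusters 1 and 3, from 0.321 to 0.261 for clusters 1 and 8 and from 0.605 to 0.530 for clusters 5 and 8. Whether cell cycle phase accounts for the step from cluster 5 to cluster 4 stays open. Their connectivity became 1, the highest possible value, which decides nothing, and cluster 4 then came before cluster 5 in pseudotime, with medians of 0.128 and 0.141, so the order of the 2 clusters depended on the cell cycle levels.

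In cluster 9, PECAM1 had 32 of its 45 UMIs, with a log2 fold change of 4.50. In cluster 7, NOTCH3, COL1A1 and COL1A2 had log2 fold changes of 1.60, 1.53 and 1.75. The 3 genes with the largest log2 fold change in cluster 7 by the rule used for named genes were ENSBTAG00000050274 with 3.41, THBS2 with 3.12 and CSPG4 with 2.80.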
